# Single cell and spatial transcriptomics analysis of kidney double negative T lymphocytes in normal and ischemic mouse kidneys

**DOI:** 10.1038/s41598-023-48213-2

**Published:** 2023-11-28

**Authors:** Sepideh Gharaie, Kyungho Lee, Kathleen Noller, Emily K. Lo, Brendan Miller, Hyun Jun Jung, Andrea M. Newman-Rivera, Johanna T. Kurzhagen, Nirmish Singla, Paul A. Welling, Jean Fan, Patrick Cahan, Sanjeev Noel, Hamid Rabb

**Keywords:** Computational biology and bioinformatics, Immunology, Nephrology

## Abstract

T cells are important in the pathogenesis of acute kidney injury (AKI), and TCR^+^CD4^-^CD8^-^ (double negative-DN) are T cells that have regulatory properties. However, there is limited information on DN T cells compared to traditional CD4^+^ and CD8^+^ cells. To elucidate the molecular signature and spatial dynamics of DN T cells during AKI, we performed single-cell RNA sequencing (scRNA-seq) on sorted murine DN, CD4^+^, and CD8^+^ cells combined with spatial transcriptomic profiling of normal and post AKI mouse kidneys. scRNA-seq revealed distinct transcriptional profiles for DN, CD4^+^, and CD8^+^ T cells of mouse kidneys with enrichment of *Kcnq5*, *Klrb1c*, *Fcer1g*, and *Klre1* expression in DN T cells compared to CD4^+^ and CD8^+^ T cells in normal kidney tissue. We validated the expression of these four genes in mouse kidney DN, CD4^+^ and CD8^+^ T cells using RT-PCR and *Kcnq5*, *Klrb1*, and *Fcer1g* genes with the NIH human kidney precision medicine project (KPMP). Spatial transcriptomics in normal and ischemic mouse kidney tissue showed a localized cluster of T cells in the outer medulla expressing DN T cell genes including *Fcer1g*. These results provide a template for future studies in DN T as well as CD4^+^ and CD8^+^ cells in normal and diseased kidneys.

## Introduction

Acute kidney injury (AKI) is common in native kidneys leading to significant mortality and morbidity, while in kidney transplants AKI increases the length of hospital stay and reduces long- term allograft function^1,2^. Ischemia reperfusion (IR) injury and nephrotoxins are major causes of AKI. Pathogenesis of AKI is complex and involves several mechanisms including inflammation, apoptosis, tubular necrosis, production of reactive oxygen species, and epigenetic alterations^3,4^. White blood cells including neutrophils, dendritic cells, macrophages, B and T cells have been shown to mediate AKI. Analysis of kidney T cells has mainly concentrated on conventional CD4^+^ and regulatory CD4^+^CD25^+^FoxP3 Tregs during AKI^5,6^. However, renal double negative (DN) T cells are a unique subset of T cell receptor (TCR) αβ T lymphocytes, which do not express CD4^+^ and CD8^+^ cell markers^7–10^. DN T cell frequency in a normal human kidney can range between 18 and 61% of all renal T cells^7^, while the mouse kidney contains approximately 25% of DN T cells, which rapidly expand within 24 h after AKI^8^ and decrease 72 h post IR compared to sham operated mice^11^.

Kidney DN T cells have in vitro suppressive function against CD4^+^ T cells that protects the kidney against AKI and lung against IRI^11,12^. However, little is known about the molecular pathways engaged in DN during AKI. Although recent single cell studies have focused on mapping the landscape of CD4^+^ and CD8^+^ T lymphocytes in the kidney tissue^13–15^, the transcriptional and spatial landscapes of kidney-resident DN T cells in normal and post-ischemic kidney are relatively unknown.

Single-cell RNA sequencing (scRNA-seq) technology can provide insights into the abundance and functional state of different cell types as well as characterizations of their transcriptomes^16^. Spatial transcriptomics (ST) is a technique that uncovers transcriptional signatures within the spatial context of intact tissue by integrating histology with RNA-seq thereby enabling the mapping of transcriptional changes during AKI and repair^17,18^. We therefore performed and integrated spatial and single-cell transcriptomics to localize kidney T lymphocytes in murine normal and ischemic kidneys with a focus on DN T cells. By integrating scRNA-seq and spatial transcriptomics in normal and ischemic mouse kidney tissue, we identified a localized cluster of T cells expressing DN T cell genes including Fc Epsilon Receptor Ig (*Fcer1g*). This predominated in the outer medulla, a well-established region for leukocyte congestion during AKI. We also explored expression of our genes of interest in the NIH human kidney precision medicine project (KPMP) database.

## Results

### Single-cell transcriptomic analysis of T lymphocyte cell subtypes

We used an established surgical model of ischemic AKI in mice with 30 min of bilateral ischemia followed by reperfusion^19^. There was a significant elevation in serum creatinine at 24 h confirming ischemic AKI (Fig. 1A). To define global transcriptomic signatures of distinct T-lymphocyte populations, we performed scRNA-seq analysis of flow sorted CD45^+^ α/ß-TCR^+^ T cells from normal (control group) and ischemic (IR group) murine kidneys which were further sorted into 3 subpopulations: CD4^+^, CD8^+^ and DN (CD4^-^/CD8^-^) T cells. We then performed scRNA-seq library preparation on approximately 5000–10,000 cells per sample group using the 10X Genomics platform, a high-throughput and parallel droplet-based scRNA-seq platform (Fig. 1A). Next, we performed quality control to exclude potential doublets and low-quality libraries, defining doublets as cells with the top 5% of total reads per capture in accordance with the estimated doublet rate of the 10× Genomics platform^20^. Low-quality libraries expressed fewer than 500 detectable features or expressed mitochondrial features in greater than 20% of their total transcriptome. Filtering of features was also performed, where features expressed in fewer than 5 cells, mitochondrial and ribosomal features, and *Malat1* were removed. Next, batch correction was performed in Harmony in R to obtain adjusted embeddings without altering gene expression values^21^. Following quality control and batch correction, we obtained a filtered counts matrix with 19,378 features and 50,760 cells including CD4^+^, CD8^+^, and DN normal (control) with 9747, 9805, and 9349 cells respectively as well as CD4^+^, CD8^+^, and DN IR (ischemic) with 10,724, 6777, and 4358 cells respectively.

**Figure 1:**
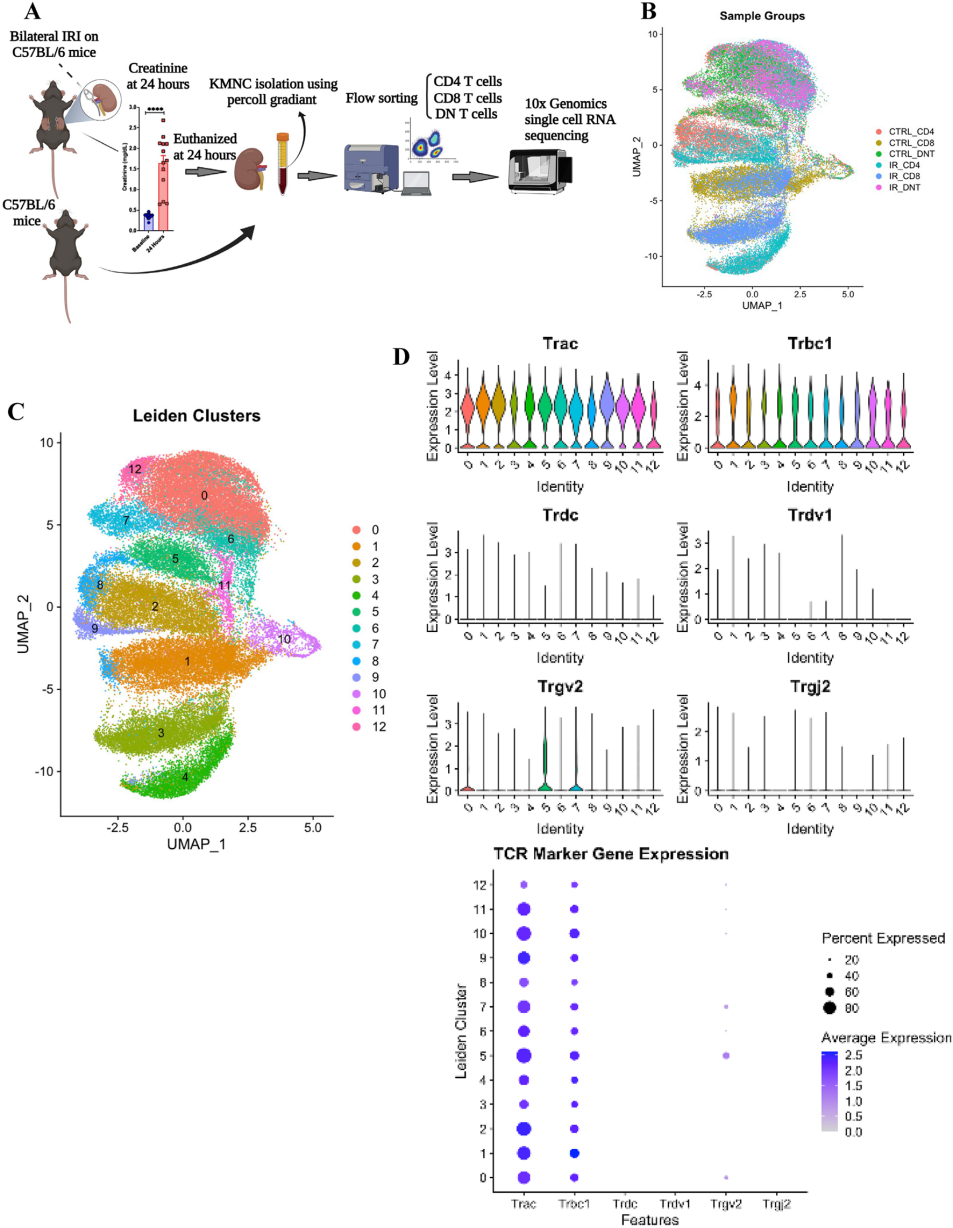
Single-cell transcriptomic analysis of T lymphocyte cells in murine normal and ischemic kidneys. (**A**) Experimental design and serum creatinine at the baseline and 24 h after bilateral ischemia reperfusion (IR) injury. (**B**) Uniform manifold approximation and projection (UMAP) graph from six cell types: control (ctrl) CD4^+^, ctrl- CD8^+^, ctrl- DN cells, IR- CD4^+^, IR- CD8^+^, and IR- DN T cells. (**C**) Detection of expression of T cell receptor (TCR)αβ^+^ in all clusters using Trac and Trbc1 markers. (**D**) Detection of expression of TCRδ and TCRγ in some clusters using Trdc, Trdv1, Tcrg-c, Trgj2, and Trgv2 markers.

We identified the major transcriptional states in our data by clustering using the Leiden graph-based community detection algorithm^22^. We identified 15 clusters which were annotated given expression levels of hematopoietic lineage marker genes and differential gene expression analysis. We first identified T cell clusters (CD45^+^ CD2^+^ CD3^+^) and excluded non-T cells: three out of 15 clusters did not express T cell marker *Cd3* or T/ natural killer (NK) cell marker *Cd2* and instead expressed several myeloid lineage markers. Therefore, those clusters (*n* = 587 cells) were thought to represent contaminants and were excluded from future analysis. Visualization of sample group distribution on the uniform manifold approximation and projection (UMAP) embedding demonstrates the clear partitioning of CD4^+^, CD8^+^, and DN T cells from normal and ischemic samples (Fig. 1B). We repeated our analysis on the remaining cells to obtain 12 final clusters (Fig. 1C). Next, we performed cluster annotation by analyzing expression levels of known T cell subtype marker genes. We used different markers as proxies to identify the expression of TCR alpha, beta, delta, and gamma constant subunits. As expected, we observed elevated expression of α/ß-TCR marker genes (*Trac* and *Trbc1*) and scant expression of δγ-TCR marker genes (*Trdc, Trdv1, Trgv2,* and *Trgj2*) in all clusters apart from sparse low-level expression of *Trgv2* in clusters 0, 5 and 7, indicating that clusters 1–12 are TCRαβ^+^ (Fig. 1D). Next, we evaluated expression levels of *Cd4* and *Cd8a* to confirm the identity of flow-sorted cells and annotate CD4^+^ and CD8^+^ clusters. While *Cd4* was expressed by cells in clusters 2, 4, 8, and 9 (Fig. 2A), *Cd8a* was expressed by cells in clusters 1, 3, and 10 with scant expression in clusters 8 and 11 (Fig. 2B). Overall, expression of CD4^+^ and CD8^+^ was as expected within cells of each sample group (Fig. 2C). Next, we identified that the CD4^+^, CD8^+^, and DN T cells were expressing high levels of CD69, CD28, CD44, CD25 (IL2RA) and low levels of CD62L markers (SELL, an L-selectin) (Fig. 2C). We previously identified two major subsets of kidney DN T cells, programmed cell death protein 1 (PD-1^+^) and NK1.1^+^, both in mice and humans^8,10,23^. Using *Klrb1c* and *Pdcd1* expression markers, we identified NK1.1^+^ highly expressing in clusters 0, 6, 7, and 12, while clusters 1 and 5 contain PD1^+^ cells (Fig. 2D). Additionally, we used *CD3, Ncam1,* killer cell lectin like receptor B member 1 (*Klrb1*) *B, Klrb1c, CD24*, and *CD44* markers to identify NKT cells (Supplementary Fig. 1).

**Figure 2:**
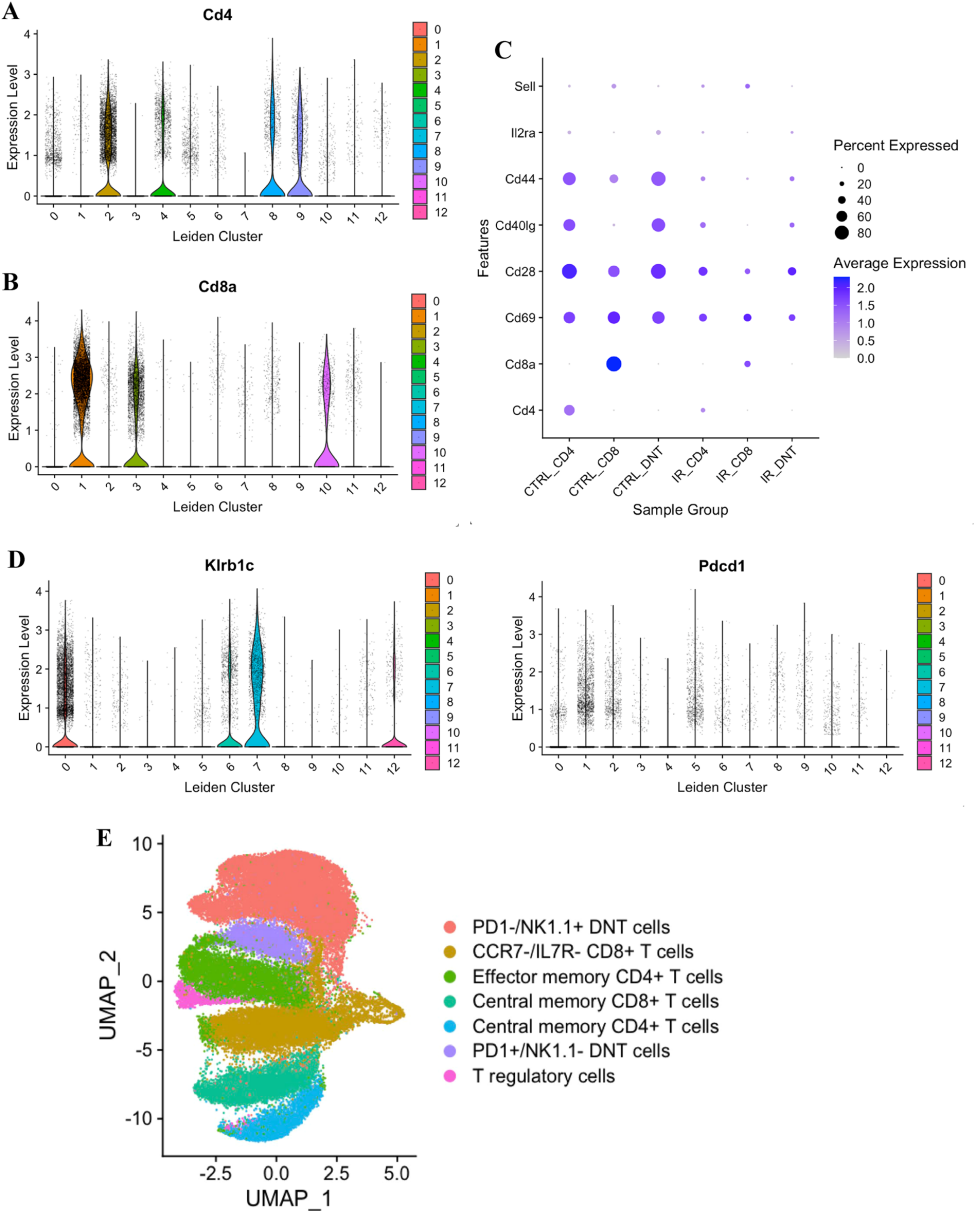
Identification of kidney T cell subtypes. (**A**) Expression of CD4^+^ and (**B**) CD8^+^ in different UMAP clusters. (**C**) Expression of T cell markers on control and ischemic CD4^+^, CD8^+^, and double negative (DN) T cells. (**D**) Identification of natural killer (NK)1.1^+^ and programmed cell death protein 1 (PD1^+^). (**E**) Final annotated UMAP for different cell types.

To check the expression of naïve and central memory T cells, we used CCR7, CD27, and CD62L/SELL markers. No naïve T cell clusters (CCR7+IL7R−) were identified in our data, however two central memory T cell clusters were identified including clusters 3 and 4 that were enriched in *Ccr7* and *Il7r* expression (Supplementary Fig. 2A). To annotate effector memory T cell clusters, we identified CCR7- CD37- CD62L/SELL lo/variable, IL7R+ clusters as clusters 0, 2, 7, 8, and 12 (Supplementary Fig. 2A). Finally, we annotated cluster 9 as the CD4+CD25/Il2ra+FOXP3+ regulatory T cell (Supplementary Fig. 2B). The final annotated UMAP for different cell types is provided (Fig. 2E).

### Differential gene expression in DN T cells

We next sought to identify genes whose expression is distinct to kidney DN T cells compared to kidney CD4^+^ and CD8^+^. In T cells from our control group, we found higher expression of *Klrb1c* (logFC = 0.949, p_adjust_ = 0), potassium voltage-gated channel subfamily Q member 5 (*Kcnq5*, logFC = 1.18, p_adjust_ = 0), *Fcer1g* (logFC = 0.770, p_adjust_ = 0), killer cell lectin-like receptor family E member 1 (*Klre1,* logFC = 0.860, p_adjust_ = 0), X-C Motif Chemokine Ligand 1 (*Xcl1,* logFC = 0.671, p_adjust_ = 0), Fibrinogen Like 2 (*Fgl2,* logFC = 0.926, p_adjust_ = 0), Lysosomal trafficking regulator (*Lyst,* logFC = 0.773, p_adjust_ = 0), Killer Cell Lectin Like Receptor C1 (*Klrc1*, logFC = 0.626, p_adjust_ = 0), T Cell Receptor Gamma Variable 2 (*Trgv2,* logFC = 1.08, p_adjust_ = 0)*,* and dual specificity phosphatase 1 (*Dusp1,* logFC = 0.325, p_adjust_ = 8.32*10^–247^) genes in DN T cells compared with CD4^+^ and CD8^+^ T cells (Fig. 3A). Next, we validated the mRNA expression of 5 genes including *Klrb1c*, *Kcnq5*, *Fcer1g*, *Klre1*, and *Xcl1* using qPCR (Fig. 3B). Out of these 5 genes, a significantly higher expression was found in *Kcnq5* and *Klrb1c* DN T cells compared with CD4^+^ (*P* = 0.017 and *P* = 0.006 respectively) and CD8^+^ (*P* = 0.009 and *P* = 0.004 respectively) T cells. We observed a tendency for increased expression of *Fcer1g*, *Klre1*, and *Xcl1* genes in DN T cells compared with CD4^+^ and CD8^+^ T cells, although this difference did not reach statistical significance. Furthermore, we identified genes expressed in both control and ischemic DN T cells (Supplementary Fig. 3) and focused on differentially expressed genes *Kcnq5*, *Klre1*, *Klrb1c*, *Fcer1g*, *Xcl1*, and *Dusp1,* where expression of *Dusp1* is enriched in IR DN T cells (logFC = 1.02, p_adjust_ = 0) and *Fcer1g, Kcnq5, Xcl1,* and *Klrb1c* are enriched in control DN T cells (logFC = 0.087, 0.976, 0.188, and 0.358, p_adjust_ = 1.0, 0.0, 7.50*10^–13^, and 1.66*10^–34^, respectively) (Fig. 3C). Next, we investigated expression levels of *Kcnq5* and *Klrb1c* genes in control DN T cells compared with the ischemic DN T cells (*P* = 0.027 and *P* = 0.03 respectively) using qPCR. A trend in higher expression of *Klre1* and *Fcer1g* genes in control DN T cells compared with the ischemic DN T cells was observed, however, it was not significant (Fig. 3D). We then mined the NIH kidney precision medicine project (KPMP) kidney tissue atlas data base (http://www.kpmp.org) and confirmed the expression of *Kcnq5*, *Klrb1*, and *Fcer1g* genes in human kidney (Supplementary Fig. 4A). In addition, we checked expression of *Fcer1g* in human kidney using http://www.proteinatlas.org and we found this gene is mainly expressed in macrophages, monocytes, Hoffbauer cells, Langerhans cells, macrophages, Kupffer cells, granulocytes, dendritic cells, T cells, and B cells. Out of T cells we found higher expression of this gene in DN T cells compared with CD4 and CD8 T cells (Supplementary Fig. 4B).

**Figure 3:**
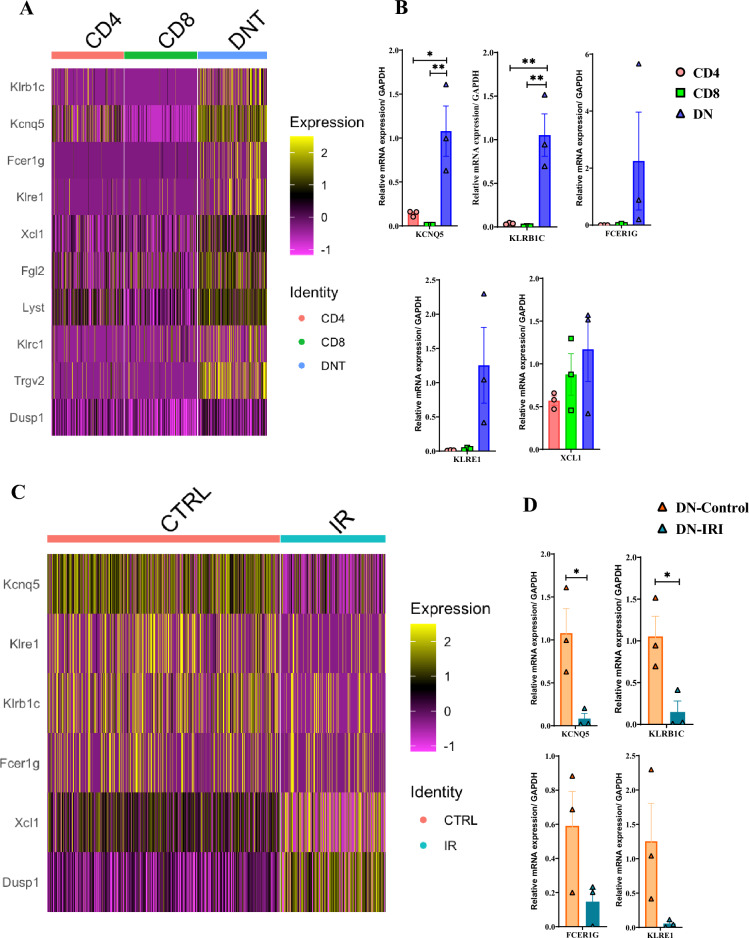
Comparison of gene expressions between the cell types. (**A**) Heat map of top differentially expressed genes for control CD4 vs CD8 vs DNT. (**B**) Validation of gene expression in control CD4, CD8, and DN T cells with a significantly higher expression in potassium voltage-gated channel subfamily Q member 5 (*Kcnq5*) and killer cell lectin like receptor B member 1 C (*Klrb1c)* DN T cells compared with CD4^+^ and CD8^+^ T cells. (**C**) Heat map of top differentially expressed genes for control DN vs ischemic DN T cells. (**D**) Validation of gene expression in control DN and ischemic DN T cells with significantly higher expression of *Kcnq5* and *Klrb1c* genes in control DN T cells compared to the ischemic DN T cells. Data in C displayed as mean ± SEM.; multiple comparisons by one-way ANOVA *P < 0.05 and **P < 0.01, data in (**D**) displayed as mean ± SEM.; multiple unpaired t test *P < 0.05.

### Spatial organization of putative DN T cells in normal and ischemic kidney

To assess the spatial organization of DN T cells in normal and ischemic injury mouse kidney, we generated ST datasets from 4 normal and 4 ischemic injury kidney sections using the 10X Genomics Visium platform (Fig. 4A). These generated ST datasets provide the average transcriptional profile for multi-cellular spots tiled across our kidney sections, where each spot may be mixtures of multiple cell-types, necessitating deconvolution analysis to recover cell-type specific organization (Fig. 4B). 

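Of these sections, 4 were analysed here, 2 from normal kidneys and 2 from ischemic kidneys taken 24 h after 30 min of bilateral ischemia. Visium captures polyadenylated RNA on an array of barcoded spots, and each captured molecule carries a unique molecular identifier (UMI). The authors aligned the reads and counted UMIs per gene and spot, and the deposited counts were raw, without normalization, for spots under tissue. Normal sections 1 and 2 held 44528078 and 27657481 UMIs over 2616 and 2682 tissue spots, with medians of 16162 and 8656 UMIs per spot. Ischemic sections 1 and 2 held 31053530 and 25957128 UMIs over 2401 and 2613 tissue spots, with medians of 11851 and 8883 UMIs per spot. Every file listed the same 32285 genes. Which mouse each section came from was not given in the sources used here, so sections, not mice, were compared, and spots were never treated as replicates. Counts were summed over the spots of each section, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Of 15305 genes tested, 9279 differed between ischemic and normal sections, 4737 higher and 4542 lower in ischemic sections. Leaving out 1 section in turn moved this count most, to 6493 without ischemic section 2 and 10877 without normal section 2. Across genes, the SD of the log2 difference was 0.29 between the normal sections and 0.18 between the ischemic sections, and 0.96 to 1.05 between sections of different conditions. The tubular injury genes Havcr1 and Lcn2, used to check the labels, had log2 fold changes of 9.64 (standard error 0.28) and 8.78 (standard error 0.27) in ischemic sections.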

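To place genes within the sections, each spot was assigned to the cortex, the outer or inner stripe of the outer medulla, the inner medulla or the pelvis from the counts of marker genes in the spot and its up to 6 neighbours. The cortex took 45.5% and 43.5% of the spots of the normal sections and 39.3% and 36.7% of those of the ischemic sections. The outer stripe took 31.0% and 30.8% in normal and 26.2% and 26.4% in ischemic sections, and the inner stripe took 14.2% and 13.0% in normal and 18.1% and 21.0% in ischemic sections. The inner medulla took 4.36% and 7.72% in normal and 12.0% and 10.9% in ischemic sections, and the pelvis, limited by its rule to the top 5% of a section, took between 4.46% and 5.03%. Between 14.6% and 19.1% of the spots of a section lay close to a boundary, with their top scores less than 0.25 SD apart. The zones other than the cortex are uncertain. Without their neighbours, 81.5% to 84.2% of the cortex spots of a section kept their zone, 60.5% to 75.5% of those of the outer stripe, 57.4% to 65.9% of the inner stripe, 59.9% to 67.8% of the inner medulla, and of the pelvis 67.2% and 57.0% in normal and 28.0% and 26.7% in ischemic sections. The outer stripe lay deeper below the tissue edge than the inner stripe in normal sections, at median relative depths of 0.499 against 0.410 and 0.608 against 0.422, but less deep in ischemic sections, at 0.385 against 0.577 and 0.357 against 0.552. The inner medulla lay at 0.0762 and 0.159 in normal and 0.534 and 0.524 in ischemic sections. The inner medulla marker Cryab reached 5773 and 5803 CPM (counts scaled to the depth of the spots) in the outer stripe of the ischemic sections, against 2259 and 1718 CPM in the spots called inner medulla. Depth also differed between zones, from a median of 5997 UMIs per spot in the pelvis to 18370 in the outer stripe of normal section 1.

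**Figure D1:**
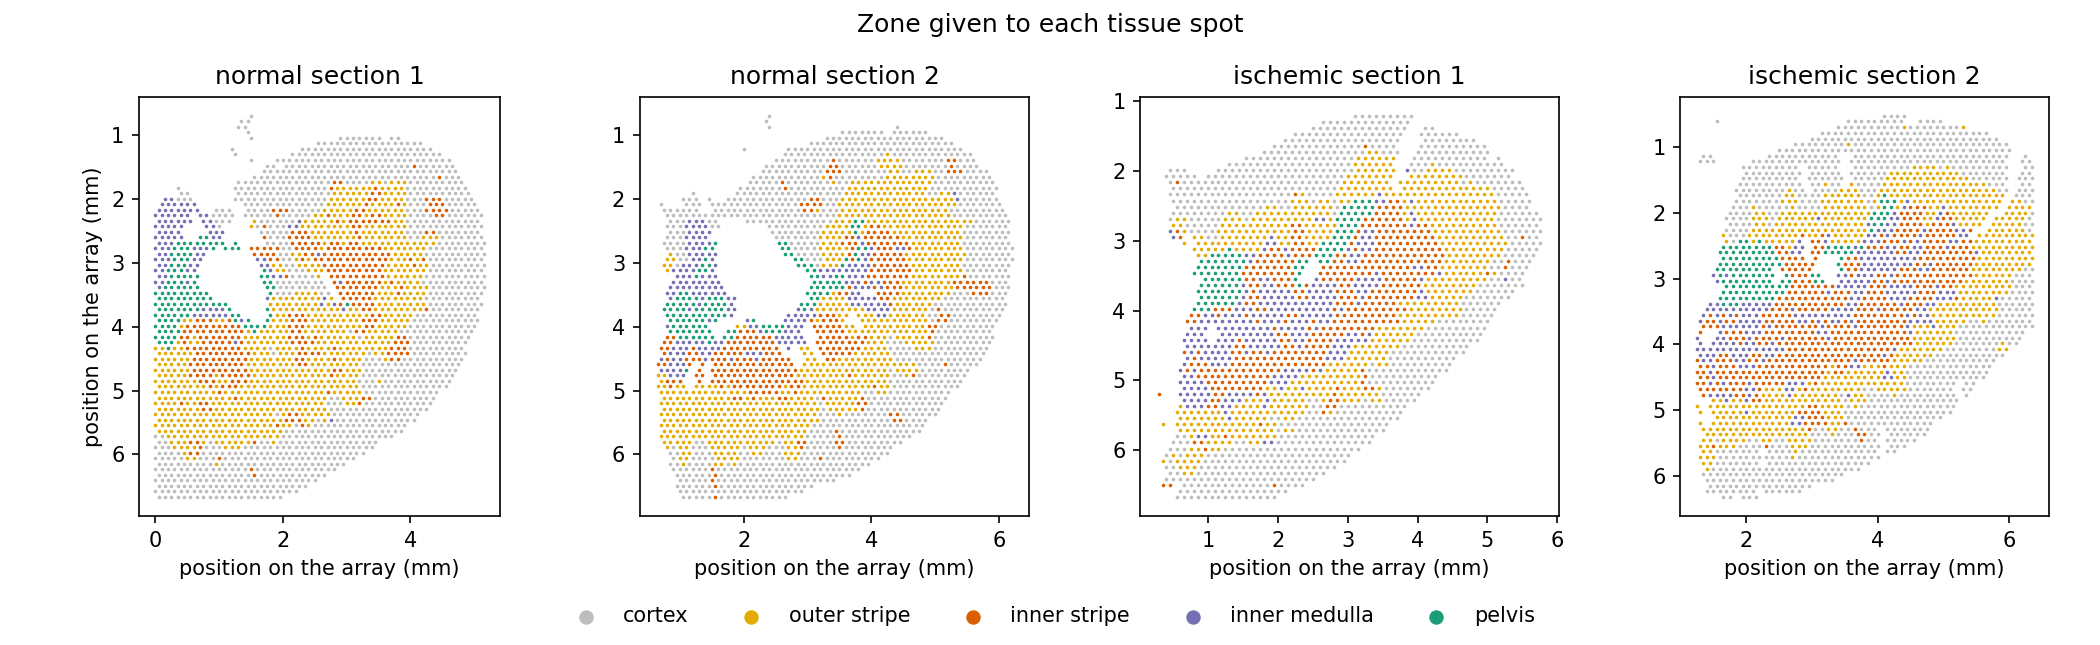
Zone of each tissue spot at its place on the array (both axes in mm), for normal sections 1 and 2 and ischemic sections 1 and 2. Each point is a spot, coloured by zone. The outer and inner stripe lie inside a rim of cortex, which holds 45.5%, 43.5%, 39.3% and 36.7% of the spots in the order of the panels.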

As our scRNA-seq dataset was limited to only a few selected cell types, we utilized a reference-free approach to deconvolve putative cell type transcriptional profiles and proportional information across the spots. In total, we deconvolved 24 cell types between the normal and ischemic condition kidney samples (12 for each condition) (Fig. 4C). 

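Over the 4 sections, Fcer1g had 4472 counts in 2974 of 10312 spots and Cd44 had 1434 counts in 1109 spots. Fcer1g was detected in 31.3% of spots of normal section 1 (95% Clopper-Pearson interval 29.6 to 33.2), 26.1% of normal section 2 (24.4 to 27.8), 33.5% of ischemic section 1 (31.6 to 35.4) and 24.9% of ischemic section 2 (23.3 to 26.6). Cd44 was detected in 3.10% (2.47 to 3.83) and 3.36% (2.71 to 4.11) of the spots of the normal sections and in 21.3% (19.7 to 23.0) and 16.3% (14.9 to 17.8) of those of the ischemic sections. These intervals cover counting error only.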

To determine if any of these cell types were representative of a DN T cell type, we compared the scaled expression levels of genes across the deconvolved cell type transcriptional profiles for immune markers with sufficient capture efficiency across the ST datasets, such as *Cd44*, a marker for a major subset of kidney DN T cells, and *Fcer1g*. Other DN T cell type associated genes identified in the scRNA-seq data were not detectable or captured at sufficient levels across spots in the ST datasets (Supplementary Figs. 5, 6). 

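The scRNA-seq data pointed to 9 other genes higher in DN T cells, and their total counts over the 4 sections varied widely. Trgv2 had 0 counts in every section, which allows up to 3 counts, or 0.0674 to 0.116 CPM, per section. Kcnq5 had 6 counts, Klre1 9, Klrc1 11, Klrb1c 19 and Xcl1 64. The remaining 3 genes passed the filter of at least 100 counts and at least 100 spots: Lyst with 699 counts in 668 spots, Fgl2 with 757 counts in 640 spots and Dusp1 with 7907 counts in 4686 spots. Dusp1 was thus captured in 45.4% of spots. Restricting the data to spots with at least 500 UMIs left the same 3 genes above the filter.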

We found that deconvolved cell type 10 and 11 in the normal kidney and deconvolved cell type 4, 7 and 12 in the ischemic kidney were both enriched for these genes with respect to the other cell types (Fig. 4C). 

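The deconvolution was repeated on the 4 sections with latent Dirichlet allocation at K = 12 per condition, so type numbers here do not correspond to those of Fig. 4C. Fcer1g and Cd44 were scaled to z-scores across the 24 profiles, and a type was called enriched when the mean of both z-scores was above 0.5. In the normal sections, 1 type passed, number 11, with a z-score of 3.82 for Fcer1g and 1.24 for Cd44. Among genes at 1 or more per 1000 of its profile, those with the highest ratio to the other normal types were Ccl5, Cd52, Coro1a, Ctss and H2-Aa. In the ischemic sections, 1 type passed, number 6, with a z-score of 2.29 for Fcer1g and 4.37 for Cd44. It was led by S100a9, S100a8, Lyz2, Cxcl14 and Cd52. Of these, S100a9 and S100a8 were in the neutrophil marker list used here. Lyz2, and Ctss of the normal type, were in the macrophage and monocyte list. The next ischemic type, number 9, had a mean z-score of 0.41. The number of enriched types depended on the random start of the fit, among other choices. The 4 other starts gave between 1 and 2 types in the normal and between 1 and 3 in the ischemic sections.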

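The estimated proportion of the type enriched for Fcer1g and Cd44 was averaged over the spots of each zone. In normal sections 1 and 2 it was 9.82% and 10.5% in the pelvis, 6.48% and 10.3% in the inner medulla, 2.27% and 3.32% in the inner stripe, 1.09% and 1.77% in the outer stripe and 0.36% and 1.22% in the cortex. In ischemic sections 1 and 2 it was 13.5% and 12.4% in the outer stripe, 10.7% and 7.99% in the inner medulla, 6.07% and 5.10% in the inner stripe, 9.49% and 3.92% in the pelvis and 0.58% and 0.60% in the cortex. Of the 5% of spots with the highest proportion, 35.9% and 25.4% lay in the pelvis and 19.8% and 37.3% in the inner medulla of the normal sections, while 66.7% and 68.5% lay in the outer stripe of the ischemic sections. No test was made, since each condition had 2 sections and the proportions come from a single fit per condition. For the ischemic sections, random starts 3, 4 and 5 had higher likelihood bounds than the start used above, with the highest for start 3. Start 3 gave 2 enriched types, and its closest type correlated with the one above at 0.566. Summed over both types, the proportion was 35.5% and 37.5% in the outer stripe. Over 5 starts and 2 sections, the outer stripe had the highest mean in 9 of 10 cases in ischemic sections. In normal sections the pelvis had it in 7 and the inner medulla in 3 of 10 cases. Summed over Cd3d, Cd3e, Cd3g, Trac, Trbc1, Trbc2, Cd2 and Lck, T cell genes were lowest in the ischemic outer stripe, at 2.42 and 2.37 CPM. Neutrophil genes, summed over S100a8, S100a9, Csf3r, Cxcr2, Retnlg and Il1r2, were highest there, at 326 and 330 CPM. The peak of the ischemic type thus coincided with that of neutrophil genes, not of T cell genes. In normal sections, T cell genes were highest in the pelvis, at 62.4 and 177 CPM.

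**Figure D2:**
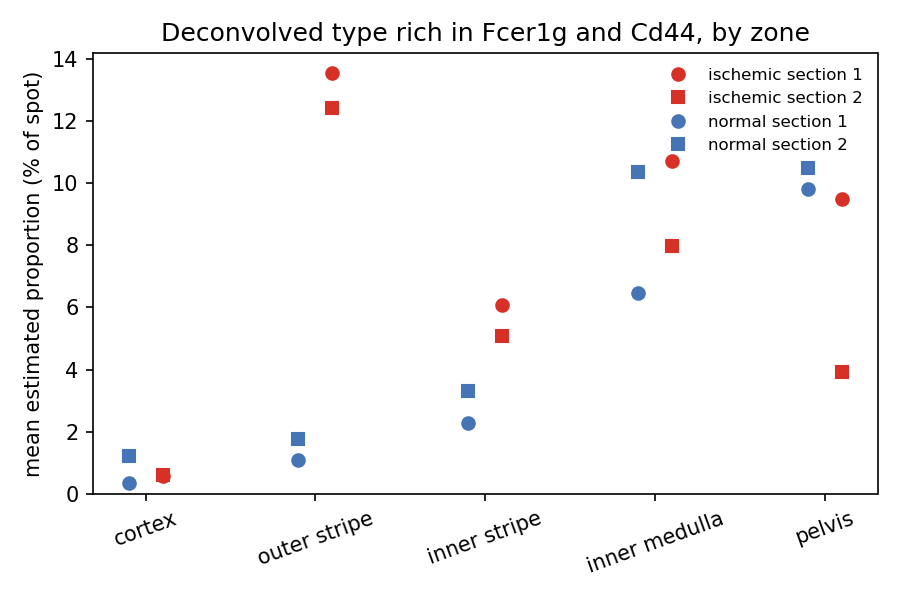
Mean estimated proportion (% of spot) of the deconvolved type enriched for Fcer1g and Cd44 in each zone, with circles for section 1 and squares for section 2 of each condition. The normal sections peak in the pelvis at 9.82% and 10.5%, and the ischemic sections in the outer stripe at 13.5% and 12.4%.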

The highest deconvolved proportions of these two cell types in the normal or ischemic kidney samples are localized in the pelvic region or around outer medullary regions, respectively (Fig. 4D, Supplementary Fig. 7). Moreover, the spatial expression patterns of *Fcer1g*, and *Cd44* also correspond spatially to the deconvolved proportions of these cell types in normal and ischemic injury kidney (Fig. 4E). 

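Across the spots of a section, the Pearson correlation of the estimated proportion of the enriched type with CPM of Fcer1g was 0.378 and 0.309 in normal sections 1 and 2 and 0.255 and 0.366 in ischemic sections 1 and 2. With CPM of Cd44 it was 0.317 and 0.303 in the normal sections and 0.380 and 0.346 in the ischemic sections. Spots are not independent replicates, so no p-value is given. Both genes were among the 1730 genes of the fit, which alone ties them to the proportions. With both genes left out of the fit, the matched type of the normal sections, whose proportions correlated at 0.980 with the original ones, had correlations of 0.389 and 0.309 with Fcer1g and 0.317 and 0.311 with Cd44. The best matched type of the ischemic sections followed the original one less closely, at 0.551, and its correlation was 0.0947 and 0.0906 with Fcer1g and 0.258 and 0.213 with Cd44.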

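The same proportions were compared with the T cell genes Cd4, Cd8a and Cd8b1, which had few counts. In normal sections 1 and 2, Cd4 had 12 and 16 counts, Cd8a 56 and 65 and Cd8b1 54 and 47. In ischemic sections 1 and 2, Cd4 had 3 and 5 counts, Cd8a 10 and 8 and Cd8b1 1 and 3. The Pearson correlation of the enriched type in the normal sections was 0.107 and 0.160 with Cd4, 0.131 and 0.183 with Cd8a and 0.20 and 0.106 with Cd8b1. In the ischemic sections it lay between -0.0187 and 0.0353 for the 3 genes. A gene with fewer counts reaches a lower correlation at the same underlying pattern. When Fcer1g was thinned at random to the counts of each gene, its mean correlation over 100 draws fell to between 0.0442 and 0.0966 in the normal sections, and to between 0.0236 and 0.0448 in the ischemic sections. Draws that kept no count were left out of these means. From the enrichment for Fcer1g and Cd44 and the lack of correspondence it reports with Cd4, Cd8a and Cd8b1, the paper proposes a reading. In it, the enriched types may represent DN T cells in each kidney condition. In the normal sections each of the 3 genes lay above the mean of Fcer1g thinned to its counts. For Cd8b1 in normal section 2, 21 of 100 draws were above it. The values here thus show no lack of correspondence beyond that of few counts in the normal sections. In the ischemic sections the 1 to 10 counts per gene cannot decide the question.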

Notably, the deconvolved proportions of these cell types also did not correspond to spatial expression patterns of *Cd4*, *Cd8a*, and *Cd8b1*, further supporting this notion that they may be representative of DN T cells in each kidney condition (Supplementary Figs. 8, 9).

**Figure 4:**
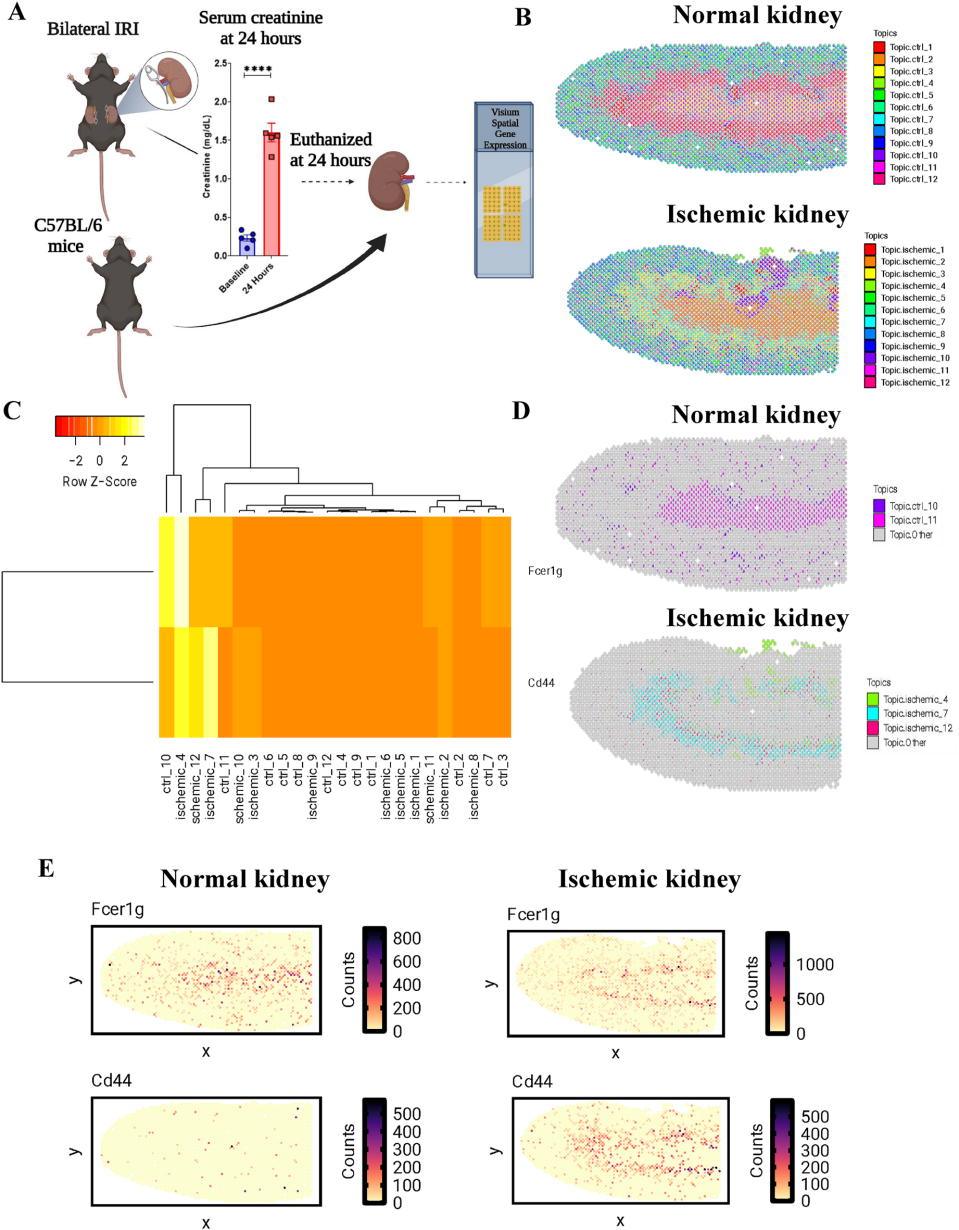
Spatial organization of putative DNT cells in normal and ischemic injury kidney samples. (**A**). Schematic showing the workflow of generating each 10X Visium spatial dataset. (**B**). Deconvolved cell type spot proportions for Visium data of normal (top) or ischemic (bottom) kidney tissue sections represented as pie charts. (**C**). Heatmap of scaled gene expression for Fc Epsilon Receptor Ig (*Fcer1g*) and *Cd44* across the deconvolved cell types. (**D**). Spot proportions of normal kidney cell type 10 and 11 (top) and ischemic injury cell type 4, 7, and 12 (bottom). (**E**). Counts per million normalized gene counts in each spot of the normal and ischemic kidney Visium datasets for *Fcer1g* and *Cd44*.

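Summed over each section and normalized by TMM, Fcer1g (ENSMUSG00000058715, on chromosome 1 of GRCm38 from 171229572 to 171234365, minus strand, a protein-coding gene) reached 35.0 ± 4.9 CPM (SD, n = 2 sections) in normal and 35.8 ± 1.3 CPM (SD, n = 2) in ischemic sections. Its log2 fold change was 0.03 (standard error 0.11, adjusted p = 0.822 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within the spread between sections. Cd44 (ENSMUSG00000005087, on chromosome 2 of GRCm38 from 102811141 to 102901665, minus strand, a protein-coding gene) reached 3.05 ± 0.91 CPM (SD, n = 2) in normal and 19.8 ± 0.49 CPM (SD, n = 2) in ischemic sections. The log2 fold change of Cd44 was 2.72 (standard error 0.17, adjusted p = 2.29e-06 from the edgeR test), with both ischemic sections above both normal ones. Coordinates come from GENCODE's annotation of GRCm38 by gene identifier, and the build behind the counts is not given in the sources used here.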

## Discussion

T cells participate in experimental AKI and repair, but the molecular mechanisms of individual cell types, particularly the more recently identified DN T cells, is not known. In this study, we performed scRNA-seq of kidney T cells and spatial transcriptomics of normal and post ischemic mouse kidney to better understand the kidney DN T cell single cell transcriptional landscape and spatial transcriptomic responses. We identified and validated the differential expression of genes associated with DN T cells and compared them with that of CD4^+^ and CD8^+^ cells in murine normal and post ischemic kidneys. We integrated bioinformatic and deconvolution approaches in spatial transcriptomics. We propose that the *Fcer1g* gene as a putative DN T cell marker in both the normal and ischemic kidney.

We found that the expression of *Kcnq5*, encoding the Kv7.5 potassium channel, is significantly higher in normal kidney DN T cells compared with normal CD4^+^, CD8^+^, and ischemic kidney DN T cells. Little is known about the function of this gene in normal and ischemic kidney but it may be involved in DN T cells homeostasis and function, possibly serving a protective role in normal kidney DN T cells. Voltage-gated “Kv” channels encoded by Kcnq1–5 (Kv7.1–Kv7.5) are key regulators of the smooth muscle resting membrane potential and contractility in animal and human arteries^24^. Vascular smooth muscle expresses mainly Kv7.1, Kv7.4 and Kv7.5 channels. In a previous study, renal segmental arteries of Wistar rats were examined using RT-PCR as well as isometric myography and intact kidneys explored using constant flow perfusion. Kv7.1 channel activation improved renal perfusion without altering vasoconstrictor- or vasodilator-evoked regulation suggesting that these channels may serve as targets for renoprotection^25^.

We found a higher expression of *Klrb1c* gene in DN T cells. PD-1^+^ and NK1.1^+^ are two major subsets of kidney DN T cells^8^. *Klrb1c* encodes NK1.1 which is a transmembrane subunit of the co-inhibitory killer cell lectin-like receptor subfamily B. Previously, *Klrb1c* was identified as a gene associated with anti-tumor immunity when whole transcriptome profiling was performed using RNA-seq to dissect the molecular mechanism underlying resistance to anti-PD-1 immunotherapy in MC38 tumors^26^.

We also found a downregulation of the *Klre1* gene in ischemic kidney DN T cells. A study using scRNA-seq to identify the role of ILC subgroups in the tumor immunity of colorectal cancer (CRC) revealed the expression of inhibitory receptors including *Klre1* at a late stage of CRC^27^.

*Xcl1*, also referred to as lymphotactin, is a chemokine (C motif) ligand that is synthesized by CD4^+^ and CD8^+^ T cells, as well as NK cells. Among these immune cells, activated CD8^+^ T cells are the primary source of *Xcl1* production. In a prior study, in the context of Mycobacterium tuberculosis infection, activated CD8^+^ T cells within the lungs were responsible for the production of *Xcl1*. This chemokine also played an essential role in modulating the production of interferon-γ by CD4^+^ T cells^28^. However, our data revealed *Xcl1* gene is expressing with higher trend in control DN T cells compared with CD4^+^ and CD8^+^ T cells that could suggest the potential context-dependent roles of this gene in immune responses within different tissues or conditions.

*Fcer1g* was first identified as a Fc Epsilon receptor Ig and is now known to have broad roles as an adapter protein that transduces activation signals from various immunoreceptors. Of the five genes we targeted, we were able to detect *Fcer1g* gene in control and ischemic kidneys in both single cell and spatial transcriptomic data. 

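Because depth differed between sections, the share of spots with an Fcer1g count was also compared after thinning each spot to 2000 UMIs, with 48, 150, 58 and 105 shallower spots left out of normal sections 1 and 2 and ischemic sections 1 and 2. The thinned share averaged 6.84% in normal and 7.74% in ischemic sections, a ratio of 1.13, while the 4 pairs of sections gave ratios from 0.95 to 1.36.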

Higher expression of *Fcer1g* could be correlated with the protective effect of DN T cells in the kidney. 

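Counts of Fcer1g were summed per section and zone and normalized by TMM. In the normal sections, Fcer1g reached 30.1 ± 3.5 CPM (SD, n = 2 sections) in the cortex, 40.2 ± 2.9 in the outer stripe, 53.2 ± 2.0 in the inner stripe, 58.9 ± 19.7 in the inner medulla and 58.3 ± 15.3 in the pelvis. In the ischemic sections, it reached 24.9 ± 1.5 CPM in the cortex, 47.0 ± 3.0 in the outer stripe, 44.3 ± 4.3 in the inner stripe, 50.2 ± 5.1 in the inner medulla and 43.1 ± 18.6 in the pelvis. The outer medulla, taken as the mean of both stripes, was above the cortex by a log2 difference of 0.62 (standard error 0.17, adjusted p = 0.0113 from edgeR's quasi-likelihood test) in normal and 0.87 (standard error 0.17, adjusted p = 0.000509 from the same edgeR test) in ischemic sections, in 4 of 4 sections. The change of this difference with ischemia was 0.25 (standard error 0.24, adjusted p = 0.566 by edgeR), which is not past the threshold. Over 15 alternatives this change ranged from 0.0036 to 0.58. The outer medulla against the inner medulla was not past the threshold of edgeR's test, with log2 differences of -0.40 (adjusted p = 0.135) in normal and -0.14 (adjusted p = 0.724) in ischemic sections. In the normal sections this call depended on the choices made, with -0.60 (adjusted p = 0.0355 by edgeR) for the outer stripe alone and -0.62 (adjusted p = 0.0260 by edgeR) without normal section 1, within a range of adjusted p from 0.0260 to 1 over the alternatives. In the ischemic sections, spots called inner medulla held more inner stripe than inner medulla marker counts, at 5519 against 4102 and 5357 against 3900 CPM. There, 2 of 14251 genes passed the threshold between the inner stripe alone and the inner medulla, against 4018 for the outer stripe alone. The ischemic contrast of outer with inner medulla, which averages both stripes, therefore cannot decide whether Fcer1g differs between them. With zones drawn instead from depth below the tissue edge, which moved the normal difference most, outer medulla against cortex was 0.17 in the normal sections (adjusted p = 0.616 by edgeR) and 0.74 in the ischemic sections (adjusted p = 0.00120 by edgeR). Without ischemic section 2, the ischemic difference was 0.80 (adjusted p = 0.0691 by edgeR). Over all alternatives the adjusted p from edgeR and DESeq2 ranged from 0.000451 to 0.616 in normal and from 2.70e-08 to 0.0691 in ischemic sections. Cd44 in the outer medulla exceeded the cortex by a log2 difference of 0.36 (adjusted p = 0.474 by edgeR) in normal and 1.91 (adjusted p = 6.15e-08 by edgeR) in ischemic sections.

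**Figure D3:**
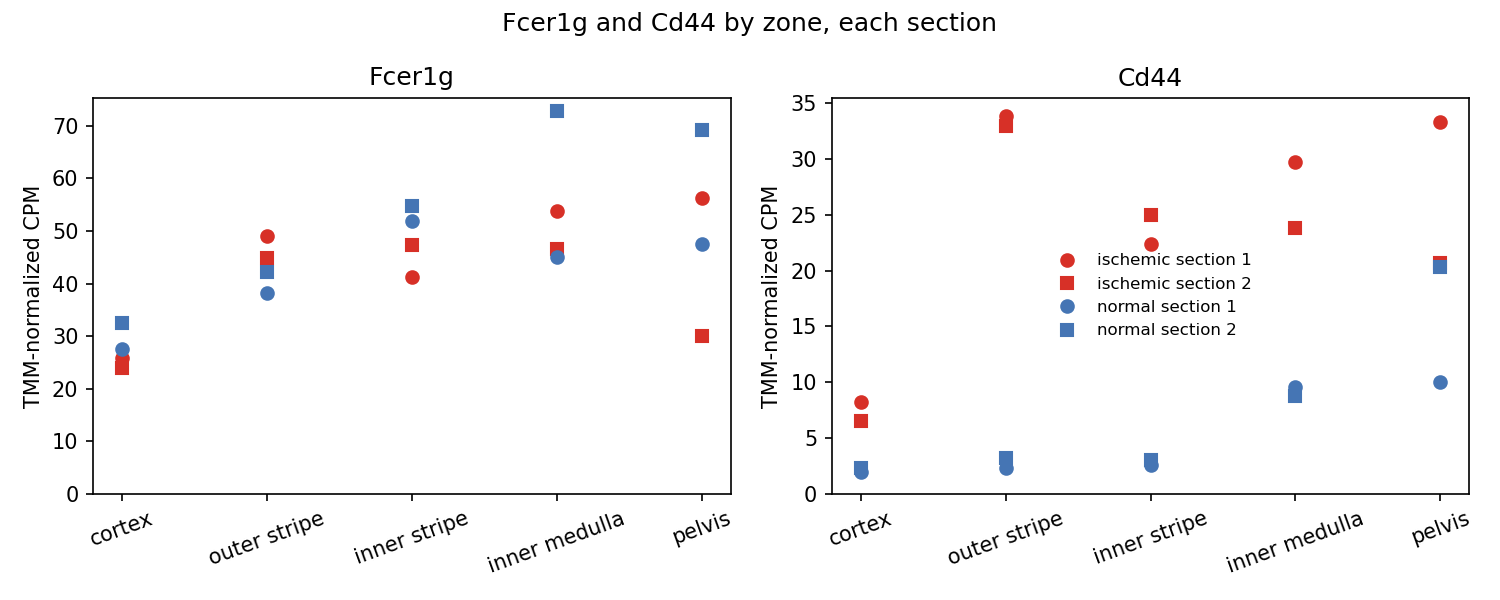
TMM-normalized CPM of Fcer1g (left) and Cd44 (right) in each zone, with circles for section 1 and squares for section 2 of each condition. Fcer1g is lowest in the cortex of every section, and Cd44 in the outer stripe of the ischemic sections averages 33.4 CPM against 2.76 CPM in the normal ones.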

According to our spatial transcriptomic data, *Fcer1g* is highly expressed in the outer medullary region, which is the major region of the kidney that becomes injured in AKI. Therefore, to effectively visualize and study the outer medullary region of the kidney, a sagittal sectioning technique was employed, bisecting the kidney through its middle axis.

Thus, the observed higher *Fcer1g* expression needs to be considered in trying to understand the protective role of DN T cells in AKI. A recent study suggests a subpopulation of T-cells with *Fcer1g* may have a unique role in cancer cell sensing^29^. Previous studies identified and validated high expression of *Fcer1g* gene in association with clear cell renal cell carcinoma, the most common histological subtype of kidney cancer, with high morbidity and mortality rates worldwide^30^, progression and prognosis^31,32^. However, in another study the expression level of *Fcer1g* negatively correlated with myeloma progression, and high *Fcer1g* expression was suggested as a favorable biomarker in multiple myeloma patients^33^. A significant positive correlation was also identified between expression of *Fcer1g* and the infiltration levels immune cells using the immune infiltration analysis, implicating the role of this gene in regulating tumor immunology in endometrial cancer^34^. While human atlas protein data base displays highly expression of this gene in other kidney cell type, our data demonstrated within the T cell subset, DN T cells exhibited significantly higher expression levels of this gene in comparison to CD4^+^ and CD8^+^ T cell populations. This observation suggests a potential role for *Fcer1g* in the regulation or function of DN T cells within the immune system.

Our study had a number of limitations. First, while flow sorting of different cell types increased the purity of cells of interest, it may have led to changes compared to traditional isolation kits. Second, while we were able to purify CD4^+^, CD8^+^, and DN T cell populations for subsequent molecular analysis via scRNA-seq, identification of these specific subtypes in the spatial transcriptomics data remained challenging. This was in part due to inherent technical and biological differences between the scRNA-seq and ST datasets that limited the utility of the scRNA-seq data as a reference to detect distinct cell types in the multi-cellular resolution spots. Nonetheless, we were able to take advantage of a reference-free approach to deconvolve cell types in the ST datasets^35^ and subsequently annotate the deconvolved cell types using marker genes associated with DN T cells identified in our scRNA-seq data. We conducted an analysis in which we compared the transcriptional responses of different types of cells that were isolated from both normal and ischemic kidneys. Specifically, we compared these cell profiles to data obtained from individual cells. We did not find clear correlations between these datasets. The single cell RNA seq data focused on three specific types of immune cells. However, the spatial transcriptomic data encompassed all cell types present in the tissue. These spatial data points, referred to as "spots," likely contained different combinations of immune cells. The method we used to break down these spots into individual cell types (known as deconvolution) seemed to capture general features related to immune cells, but these features weren't specific enough to strongly correlate with any one of the immune cell types. Considering the challenge in directly correlating the deconvolved cell types with the three known immune cell types, we opted for a different approach. We examined the transcription profiles of the deconvolved cell types and investigated whether these profiles were enriched with specific marker genes that were previously identified in the individual cell analysis, such as the gene Fcer1g (depicted in Fig. 4C). Not all marker genes derived from the scRNA-seq data were detectable in the ST data, however, key genes such as *Fcer1g* were and therefore allowed us to identify putative DN T cell signatures in both the normal and ischemic kidney samples. Studying small populations of kidney T cells with spatial transcriptomics is likely still limited by the resolution of the technology, better suited currently for much more abundant renal epithelial cells and more prevalent white cells like macrophages^18,36^.

## Conclusions and future directions

In summary, integration of scRNA-seq and ST data enabled identification of candidate renal DN T cells gene expression signatures and expression changes between normal and ischemic murine kidney conditions. These new technologies allow for novel insights into this relatively understudied kidney T cell. However, spatial transcriptomics is still a developing technology that needs more refining to study rare kidney T cells. Among the candidate genes we have identified in mice and also found to be in humans, *Fcer1g* seems particularly promising and further pathophysiologic studies will be needed to determine its role in DN T cells during AKI. The current data provides a template for future studies on resident DN T as well as CD4^+^ and CD8^+^ T cells in healthy and diseased human kidney.

## Methods

### Animals and procedure

C57BL/6J male mice were purchased from Jackson Laboratory. All mice were kept under specific pathogen-free conditions at the Animal Facility of Johns Hopkins University. Age-matched mice between the age of 7 to 8 weeks were used in the study. All experiments were performed using experimental protocols approved by the Animal Care and Use Committee of Johns Hopkins University. All methods were performed in accordance with the relevant guidelines and regulations. This study is reported in accordance with ARRIVE guidelines.

An established model of bilateral renal ischemia–reperfusion in mice was used as previously described^37^. Briefly, mice were anesthetized with an intraperitoneal injection of sodium pentobarbital (75 mg/kg). After an abdominal medial incision, both renal pedicles were dissected, and a microvascular clamp (Roboz Surgical Instrument, Gaithersburg, MD) was placed on each renal pedicle for 30 min. Animals were kept well hydrated with warm saline and at constant body temperature (37 °C). After 30 min of ischemia, the clamps were removed and wounds were sutured. The animals were allowed to recover with free access to food and water. Serum creatinine levels were determined at baseline and 24 h after renal ischemia to confirm the injury.

### Isolation of kidney mononuclear cells

Mononuclear cells from kidneys were isolated as previously described^38^. Briefly, kidneys were minced and incubated in collagenase D (5 mg/ml; Sigma-Aldrich, St. Louis, MO) solution for 30 min at 37 °C. Single-cell suspensions of kidney digestions were obtained by mechanical disruption of tissues using 70-μm strainers (BD Bioscience) and KMNC were isolated using Percoll density gradient centrifugation as previously described^38^. The numbers of viable lymphocytes in each sample were determined using trypan blue exclusion dye under a light microscope.

### Cell sorting and gating strategy

Fluorochrome-conjugated mouse antibodies (mAbs) were purchased from Invitrogen, BioLegend, or BD Pharmingen for cell sorting. T lymphocyte cell staining was performed using standard methods. Briefly, cells were stained in FACS buffer (PBS, 2% FBS, 0.1% sodium azide) and preincubated with anti-CD16/CD32 antibody for 10 min to minimize nonspecific binding through Fc-receptors. We used the following mAbs to mouse (m) and human (h) antigens: mCD45–APC- Cyanine7 (30-F11), mTCR- BV421 (H57-597), mCD8α-APC (53–6.7), mCD4- PerCP-Cyanine5.5 (GK1.5), hCD45–APC- Cyanine7 (2D1), hTCR- BV421 (IP26), hCD8α-APC (RPA-T8), h CD4-PE (RPA-T4), and live/dead fixable aqua dead cell stain kit for 405 nm excitation.

Cells were stained by incubation with the appropriate cocktails of fluorochrome-conjugated monoclonal antibodies for 30 min at 4 °C, washed, and stained with live/dead aqua followed by incubation for 30 min. Cells were then sorted with a FACS Aria II Cell Sorter (BD Biosciences). After sorting purified CD4^+^, CD8^+^, and DN T cells from normal and ischemic mice were used for single cell RNA-Seq analysis.

### cDNA synthesizes and library preparation

To capture and barcode individual cells using 10X Chromium technology, purified sorted cells were processed for high-throughput droplet encapsulation. Cell counts and viability were determined using the Cell Countess II with Trypan Blue. A maximum volume of 43.3 µL/sample was used for processing to target up to 10,000 cells. Cells were combined with RT reagents and loaded onto 10X Next GEM Chip G along with 3’ v3.1 gel bead. The NextGEM protocol was run on the 10X Chromium Controller to create GEMs, composed of a single cell, uniquely barcoded gel bead, and RT reagents. 100 µL of emulsion was retrieved from the chip and incubated (45 min at 53 °C, 5 min at 85 °C, cool to 4 °C), generating barcoded cDNA from each cell. The GEMs were broken using Recovery Agent and cDNA was cleaned, following manufacturer’s instructions using MyOne SILANE beads. cDNA was amplified for 11–12 cycles, depending on input cell number (3 min at 98 °C, 11–12 cycle: 15s at 98 °C, 20 s at 63 °C, 1 min at 72 °C; 1min at 72 °C, cool to 4 °C). Samples were cleaned using 0.6X SPRIselect beads. QC was completed using Qubit and Bioanalyzer to determine size and concentrations. 10 µL of amplified cDNA was carried into library prep. Fragmentation, end repair and A-tailing were completed (5 min at 32 °C, 30 min at 65 °C, cool to 4 °C), and samples cleaned up using double sided size selection (0.6×, 0.8×) with SPRIselect beads. Adaptor ligation (15 min at 20 °C, cool to 4 °C), 0.8× cleanup and amplification were performed, with PCR using unique i7 index sequences. Libraries underwent a final cleanup using double sided size selection (0.6×, 0.8×) with SPRIselect beads. Library QC was performed using Qubit, Bioanalyzer and KAPA library quantification qPCR kit. Libraries were sequenced on the Illumina NovaSeq 6000 using v1.5 kits, targeting 50K reads/cell, at read lengths of 28 (R1), 8 (i7), 91 (R2). Demultiplexing and FASTQ generation was completed using Illumina’s BaseSpace software.

### scRNA-Seq analysis of kidney T lymphocytes

In this study, data from scRNA-Seq was preprocessed by 10× Genomics using the default settings. CellRanger (version 6.0.1) was used for alignment of the sequence with the mm10 reference genome. Additionally, Seurat (version 4.1.1) was used to filter quality control data and perform clustering and downstream gene expression analysis in R^39,40^. We performed quality control to exclude potential doublets and low-quality libraries, excluding cells with the top 5% of total reads per capture and cells with percent mitochondrial gene counts less than 20%. Features expressed in fewer than 5 cells, mitochondrial and ribosomal features, and *Malat1* were also excluded. In order to identify highly variable genes, data was first normalized, and then log transformed and scaled. Principal component analysis was performed using the RunPCA function in Seurat, where the number of PCs to account for the majority of variation in the dataset were selected from inspection of variance ratio ‘elbow’ plots. Batch correction on computed PCs was performed in Harmony using the RunHarmony function (version 0.1.0)^21^. A nearest neighbors graph was generated using the FindNeighbors function, then Leiden clustering was performed^22^ and visualized with a UMAP embedding^41^. Marker gene expression, differential expression analysis, and gene set enrichment analysis were used to annotate clusters and to identify and exclude any contaminating non-T cell clusters from further analysis. Analysis was repeated as above on the remaining T cell clusters following removal of contaminants. Differential gene expression analysis was accomplished with the FindAllMarkers function in R, and gene set enrichment and expression analysis were performed with the Gseapy enrichr function^42^, testing for enrichment of the MSigDB Hallmark signatures^43^.

### qPCR verification

Total RNA was isolated from murine and human CD4^+^, CD8^+^, and DN sorted cells using a RNeasy Mini kit (Qiagen, Valencia, CA) and reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Real-time PCR was performed in QuanStudio 12K Flex (Applied Biosystems, Foster City, CA) using the PowerUp SYBR Green master mix (Applied biosystems). The primer sequences for *Kcnq5*, *Fcer1g*, *Klre1*, *Xcl1*, and *Klrb1c* genes for mouse are listed in Table 1. Glyceraldehyde-3-Phosphate Dehydrogenase (*Gapdh*) served as the reference gene and the relative fold expression values were calculated using a ΔΔ cycle threshold method^44^. In this qPCR verification step, we used forty mice normal kidneys and forty-five mice ischemic kidneys to isolate CD4^+^, CD8^+^, and DN T cell populations for feature gene verification.

**Table 1:** Mouse primers used in study.

	Primer sequence (5′ to 3′)
Fcer1g-F	5′CTGTCTACACGGGCCTGAAC3′
Fcer1g-R	5′AAAGAATGCAGCCAAGCACG3′
Kcnq5-F	5′GTCGGCGCAACGTCAAGTA3′
Kcnq5-R	5′AACCAAACACAAGGAGAAAAACG3′
Klrb1c-F	5′GACACAGCAAGTATCTACCTCGG3′
Klrb1c-R	5′TCAGAGCCAACCTGTGTGAACG3′
Klre1-F	5′AACACAGCAGAAGACATCAGTGG3′
Klre1-R	5′CTACAGCCATCAGGAGAAGGCA3′
Xcl1-F	5′TTTGTCACCAAACGAGGACTAAA3′
Xcl1-R	5′CCAGTCAGGGTTATCGCTGTG3′

### Spatial transcriptomics

To profile the spatial transcriptome of T lymphocytes in ischemic kidney, bilateral renal ischemia–reperfusion model was performed in mice as described above. 24 h after ischemia, mice were anesthetized with intraperitoneal ketamine (130 mg/kg) and xylazine (7 mg/kg). Immediately after dissection and de-capsulation, kidneys were snap-frozen in liquid nitrogen and embedded in optimal cutting temperature (OCT) at – 80 °C. We used 2 Visium slides, totaling 8 capture areas. We profiled 2 biological replicates (i.e. 2 mice) per condition, and for each biological replicate we performed 2 technical replicates. 10 µm thick sections were cut on a cryostat at – 15 °C. Spatial transcriptomics was performed using 10X Visium Spatial Gene Expression Slide and Reagent Kit (Cat #1000187) according to manufacturer’s instructions (Protocol CG000239 Rev A), with the following sample-specific parameters: Tissue sections were permeabilized for 12 min at 37 °C. cDNA was amplified using 14 cycles based on Cq values obtained using qPCR. Based on post-amplification cDNA yield, final libraries were amplified using 13 cycles during sample index PCR. Each sample was indexed with a unique well from the Dual Index Kit TT Set A (Cat #1000215). The libraries were sequenced on an Illumina NovaSeq with an SP200 flowcell, 4 samples per lane, in paired-end mode.

### Deconvolution of cell types in normal and ischemic kidney tissues with STdeconvolve

#### Preprocessing

All eight 10X Visium datasets from either normal or ischemic injury kidney tissue samples were initially combined into a single dataset with 22,749 total spots and 32,285 total genes. Spots with poor capture efficiency defined as those with less than 100 total gene counts were removed. 

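In the 4 sections analysed here, 26 of 10312 tissue spots had fewer than 100 UMIs, 1 and 3 in the normal sections and 2 and 20 in the ischemic sections. Removing them left 10286 spots. The lowest total of a tissue spot was 10 UMIs.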

Genes that were counted less than 100 times across all spots or detected in less than 100 spots were removed. Additionally, all mitochondrial genes were removed. This resulted in a preprocessed dataset of 22,749 spots and 14,674 genes.

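Applied to the 4 sections, these steps kept 13730 of 32285 genes, after removal of 13 mitochondrial genes and of genes with fewer than 100 counts or in fewer than 100 spots. Requiring at least 500 UMIs per spot left 10216 spots and the same number of genes.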

#### Feature selection and deconvolution

Starting from the preprocessed dataset, each individual sample was extracted, and feature selection was performed. Briefly, genes detected in more than 5% but less than 100% of pixels were removed. Genes that were significantly overdispersed were identified using a general additive model with a basis of 5 and an adjusted p-value cutoff of 0.05, and the top 1000 most significant overdispersed genes were retained. After, the union of overdispersed genes for each individual sample was taken resulting in a final set of 2327 overdispersed genes, which was used for subsequent deconvolution. 

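For the 4 sections, genes detected in fewer than 5% of spots were removed, which left 10184 to 10843 genes per section. A generalized additive model of variance on mean with a basis of 5 then called between 1120 and 1256 genes per section overdispersed at an adjusted p under 0.05, and the top 1000 of each section gave a union of 1730 genes. If genes detected in more than 5% of spots were removed instead, as the wording of the step has it, 2887 to 3546 genes remained per section and the union held 898 genes, without Fcer1g.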

The four normal and the four ischemic kidney samples were combined into two separate spatial datasets for reference-free deconvolution with STdeconvolve^34^ (version 1.0.0), which resulted in a normal condition dataset of 2327 genes and 11,779 spots, and an ischemic condition dataset with 2327 genes and 10,970 spots. LDA models were trained on each combined dataset using a range of Ks from 6 to 26 and in each case, selected the model with K = 12, which was the highest K that also minimized both perplexity and the number of deconvolved cell types with mean spot proportions less than 0.05. For each deconvolved cell type, its deconvolved transcriptional profile with respect to the 2327 over dispersed genes, and its predicted spot level proportions, were obtained.

#### nSpatial gene expression

Starting from the original 10X Visium counts matrix of 22,749 total spots and 32,285 total genes, counts per million depth normalization was performed on each spot.

### Statistical analysis

In this study, comparisons between multiple groups were performed by a one-way ANOVA test followed by the Tukey comparison test. Unpaired t tests were used for comparison of repeated measures in the same group. Statistical analysis was performed using Prism 9, GraphPad Software, and significance was determined as *P* < 0.05. To identify genes differentially expressed in the scRNAseq data, the ‘LogFoldChange’ and ‘'FindMarkers' Seurat functions were applied to compute log fold change values and adjusted p values, respectively; p values were computed with the Student’s t test and p value adjustment performed with Bonferroni correction. Heat maps were constructed with the ‘DoHeatmap’ function in Seurat to display the top differentially expressed genes between sample groups of interest, where genes were ranked by log fold change (Fig. 3A) and met a significance threshold of p_adjusted_ < 0.05.

### Supplementary Information

Supplementary Figures.

## Data Availability

Data generated in this single cell and spatial transcriptomics analysis of kidney double negative T lymphocytes in normal and ischemic mouse kidneys has been deposited at the Gene Expression Omnibus (GEO), a data repository of the National Institutes of Health (NIH). Reviewers and editors can access the data by using the link and the access token provided below. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233513. Access token: qlqxsmqchbelfel.

How the deposited data were processed for this re-analysis (not part of the article)

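The spatial data of 4 Visium kidney sections were used, 2 from normal kidneys and 2 from ischemic kidneys taken 24 h after 30 min of bilateral ischemia, cut at 10 µm. The remaining sections of the study, the single-cell data and the other assays were not analysed here. The authors sequenced the libraries, ran Space Ranger and deposited raw UMI counts per gene and spot, 1 matrix per section, with the position of each spot and whether it lies under tissue. No normalization was applied to the deposited counts. The genome build and the annotation behind the counts are not given in the sources used here. Coordinates were taken from GENCODE's annotation of GRCm38 by matching gene identifiers, of which 32158 of 32285 (99.6%) matched, and no count depends on them.

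Depth was 44528078 and 27657481 UMIs in normal sections 1 and 2 and 31053530 and 25957128 UMIs in ischemic sections 1 and 2, over 10312 tissue spots in all. Intervals on shares of spots are 95% Clopper-Pearson intervals, a count of 0 was read as up to 3 counts, and both cover counting error only. Conditions were taken from the sample labels. The section was the unit of every test, since the mouse of each section is not given in the sources used here and the paper describes 2 technical replicates for each biological replicate, and no p-value was computed from spots.

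For whole sections, counts were summed over all tissue spots and tested between conditions with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. For zones, counts were summed per section and zone with at least 20 spots, and 1 edgeR model with a group per condition and zone gave the contrasts of outer medulla (mean of outer and inner stripe), cortex and inner medulla, and the difference of the first contrast between conditions. All groups of this model share 1 estimate of the spread. Zones came from marker lists. The cortex list held 7 genes, among them Slc5a2, Slc5a12, Slc34a1, Slc22a6, Slc22a8 and Slc12a3. The other lists were Slc7a13, Cyp7b1, Serpina1f, Slc22a13 and Atp11a for the outer stripe, Slc12a1, Umod, Cldn10 and Ptger3 for the inner stripe, Slc14a2, Akr1b3, Cryab, Aqp2 and Fxyd4 for the inner medulla, and Upk1a, Upk1b, Upk2, Upk3a, Krt5 and Psca for the pelvis. Marker counts of a spot and its up to 6 neighbours were taken as CPM, log-transformed, averaged over genes and standardised within the section, and the spot received the zone with the highest score. A spot was called pelvis when it and its neighbours held at least 10 counts of the pelvis list and it ranked in the top 5% of the section.

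The deconvolution used latent Dirichlet allocation in scikit-learn 1.9.0 in place of the paper's STdeconvolve (batch fit, 60 iterations, 1 random start), on spots with at least 100 UMIs. The number of types was set to the paper's 12 per condition and not selected anew. The 13 mitochondrial genes were removed, as were genes with fewer than 100 counts or in fewer than 100 spots, or in fewer than 5% or all of the spots of a section, which takes the paper's 5% limit in the direction opposite to its wording. Overdispersed genes were called with mgcv 1.9.3, and the top 1000 per section were joined. Proportions under 0.05 in a spot were set to 0 and rescaled. A type was called enriched when its mean z-score of Fcer1g and Cd44 across the 24 profiles was above 0.5. To ask which cells share the pattern of Fcer1g and Cd44, their CPM, pooled over a spot and its neighbours, was compared by Spearman correlation with lists for T cells, macrophages and monocytes, neutrophils, NK cells, injured tubules and the 9 other DN T cell genes, each set against 1000 random gene lists of like total counts. Shares of spots were compared after thinning each spot to 2000 UMIs.

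The procedures were tested on simulated data. With counts drawn for 15030 genes at the means of the ischemic against normal comparison and 200 genes changed, edgeR recovered 198 with 2 false calls and DESeq2 1.42.0 recovered 189 with 2 false calls. For outer medulla against cortex in normal sections, with 12983 genes, edgeR recovered 189 of 200 with 5 false calls. Both simulations gave all genes the same dispersion and left most genes unchanged. In the data 9279 of 15305 genes differed between conditions, so the false calls found here may not carry over. The overdispersion step recovered 200 of 200 genes among 3000. For the deconvolution, 800 spots of normal section 1 were mixed from 12 known profiles over 1730 genes. Of 5 random starts, 3 recovered all 12 types at a correlation above 0.9, while the start used throughout recovered 10. The fit can therefore stop short of the best solution, and the values that moved with the start are given.

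Genes named in the text were set by a rule fixed before the data were examined: the genes the paper names in its spatial results or as higher in DN T cells, Havcr1 and Lcn2 as checks of injury, the 5 largest rises and the 5 largest falls past the threshold with no overlap between conditions, the 5 leading genes of each enriched type, and the genes of the marker lists. The alternatives were also fixed then: DESeq2 in place of edgeR, no filter on low counts, no mitochondrial genes, spots with at least 500 UMIs, each section left out in turn, the section or its number as a block, zones from the spot alone or from depth below the tissue edge (limits at relative depths of 0.4 and 0.75), either stripe alone as outer medulla, 8 or 16 types, 4 other random starts, Fcer1g and Cd44 left out of the fit, other cutoffs for enriched types, other scales in the correlations, thinning to 5000 UMIs, the feature filter as literally worded, and the macrophage list thinned to the counts of the T cell list. Chosen after seeing the data were an inner medulla list without Cryab, pelvis spots joined to the inner medulla, the random start with the highest likelihood bound, the injured tubule list thinned to the counts of the T cell list, and the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt as a measure of blood. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.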

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

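The tests below of thinning, of zones from depth as an explanation, of neutrophil genes by zone, of hemoglobin genes and of single mice were chosen after the results had been seen.

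Cd44 rose with ischemia more in the outer medulla than in the cortex, a difference between the conditions in the same contrast. The log2 difference of outer medulla against cortex changed by 1.55 between conditions (standard error 0.35, adjusted p = 0.00468 from edgeR's quasi-likelihood test on the interaction), with both ischemic sections above both normal ones in that contrast. A difference in UMIs per spot between zones does not account for it: after thinning to 2000 UMIs, the outer stripe over cortex ratio of the share of spots with Cd44 was 4.83 and 5.63 in ischemic sections against 1.20 and 1.42 in normal sections. Whether zones drawn from markers that themselves change with ischemia account for it stays open. Zones from depth gave 1.36 (adjusted p = 0.0122 by edgeR), but they mix the zones compared. The depth limit of the cortex was 0.4, while the outer stripe of the ischemic sections lay at medians of 0.385 and 0.357. The median inner medulla spot of the normal sections, at 0.0762 and 0.159, was also cortex by depth. Outer medulla against cortex fell to -0.38 in normal sections, and in ischemic sections to as low as 0.99 over the alternatives. The change of 1.36 between conditions therefore cannot settle the question. The call rests on both ischemic sections: it was 1.76 (adjusted p = 0.0599 by edgeR) without ischemic section 1 and 1.38 (adjusted p = 0.113 by edgeR) without ischemic section 2. The injury itself stays open as a biological explanation. So does a difference between single mice, which cannot be told apart from the condition with 2 sections per condition and the mouse of each not given.

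Neutrophil genes, which the paper does not discuss, stood above their level in the normal sections. The list of S100a8, S100a9, Csf3r, Cxcr2, Retnlg and Il1r2 summed to 182 ± 0.42 CPM (SD, n = 2 sections) in ischemic and 2.13 ± 0.72 CPM (SD, n = 2) in normal sections, and 6 of 6 genes were higher past the threshold of edgeR's test. The most abundant of them, S100a9, averaged 84.2 CPM in ischemic and 0.73 CPM in normal sections. Of the 6 genes, 4 had more than 3 counts in both normal sections, and none is in another list. Cells in 1 part of the section would raise the list in a few zones only, but both ischemic sections were above both normal sections in 5 of 5 zones, by at least 9.66-fold in the pelvis and 192-fold in the outer stripe. More blood in the ischemic sections does not account for the rise, as the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were lower there, the lowest normal section being 6.19-fold above the highest ischemic one. A higher share of neutrophils among the cells of the blood was not tested. Neutrophils entering the injured kidney may explain the rise, which remains a hypothesis, and a difference between single mice cannot be excluded with 2 sections per condition.

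The 5 largest rises by the fixed rule were in genes outside those the paper discusses. Crct1 averaged 45.6 CPM in ischemic sections, Saa1 15.9, 1700001F09Rik 11.9 and BC061237 7.06 (TMM, n = 2 sections), while all 4 had 0 counts in both normal sections. Against a floor of 3 counts per section they were at least 480-fold, 168-fold, 126-fold and 74.3-fold higher. Vgf averaged 29.8 CPM, with 889 and 960 counts in the ischemic sections and 0 and 1 in the normal sections. Depth does not separate the conditions, since normal section 1 was the deepest section. No biological explanation was tested for these genes, and with 2 sections per condition the condition and single mice cannot be told apart.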

How the results depend on the processing

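The start of highest bound, the thinned injured tubule list, an inner medulla list without Cryab and the pelvis joined to the inner medulla were chosen after seeing the data, and the last 2 changed no direction and no side of the threshold. Where a value moved, the cause was not tested, except that leaving out a section leaves fewer sections to test, the lone section being assumed to vary like the other groups. Unlike Fcer1g, the genes Cd44, Cd8a, Cd8b1, Dusp1, Fgl2, Lyst, Xcl1, Havcr1, Lcn2 and the 5 largest rises and falls kept their direction between conditions. Their side of the threshold was also kept, except for Lyst without normal section 2 (log2 0.52). The single genes of the marker lists and the leading genes of the enriched types were not compared across the alternatives unless they are among these. No filter on low counts, no mitochondrial genes and spots with at least 500 UMIs left every zone contrast of Fcer1g and Cd44 on its side. Depth limits the genes with few counts, among them Cd4, Cd8a and Cd8b1 at 1 to 10 counts per ischemic section.

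The number of genes past the threshold between conditions stayed within 1.5 times its value under every alternative, from 6493 to 10877. With the section number as a replicate block it was 10089, but the sections share only a number, and Fcer1g (log2 0.04, adjusted p = 0.754 by edgeR) and Cd44 kept their calls. Fcer1g between conditions, which was past the threshold under no alternative (adjusted p over edgeR and DESeq2 from 0.101 to 0.985), changed sign to -0.0045 with DESeq2 (adjusted p = 0.985 by DESeq2) and ranged over -0.10 to 0.15 with a section left out.

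In normal sections, zones from depth lowered the log2 fold change of Fcer1g in outer medulla against cortex to 0.17 (adjusted p = 0.616 by edgeR), and the outer stripe alone to 0.42 (adjusted p = 0.160 by edgeR), within a range of adjusted p from 0.000451 to 0.616. Zones from depth gave 0.23 (adjusted p = 0.560 by edgeR) for Fcer1g in inner medulla against cortex, where leaving out a section gave 0.70 to 1.17 and the adjusted p reached 0.0869 by edgeR without normal section 2 (range from 1.07e-05 to 0.560). In outer against inner medulla the outer stripe alone gave -0.60 (adjusted p = 0.0355 by edgeR) and leaving out a section -0.62 to -0.0091, with -0.62 (adjusted p = 0.0260 by edgeR) without normal section 1 (range from 0.0260 to 1). For Cd44 in normal sections, zones from depth reversed the values, from 0.36 (adjusted p = 0.474 by edgeR) to -0.38 (adjusted p = 0.576 by edgeR) in outer medulla against cortex, from 2.08 (adjusted p = 0.000453 by edgeR) to -1.01 (adjusted p = 0.431 by edgeR) in inner medulla against cortex and from -1.72 (adjusted p = 0.00208 by edgeR) to 0.63 (adjusted p = 1 by edgeR) in outer against inner medulla, within ranges from 0.385 to 0.773, from 1.97e-06 to 0.431 and from 9.77e-06 to 1.

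In ischemic sections, Fcer1g in outer medulla against cortex was 0.80 to 0.95 with a section left out, with an adjusted p of 0.0691 by edgeR without ischemic section 2 (range from 2.70e-08 to 0.0691). In inner medulla against cortex it was 0.29 (adjusted p = 0.218 by edgeR) with zones from depth and 0.96 to 1.05 with a section left out, with an adjusted p of 0.0645 by edgeR without ischemic section 1 (range from 9.14e-08 to 0.218). In outer against inner medulla it was 0.46 (adjusted p = 0.141 by edgeR) with zones from depth (range from 0.141 to 1). Cd44 in inner medulla against cortex was 0.60 (adjusted p = 0.0561 by edgeR) with zones from depth (range from 4.98e-17 to 0.0561), and in outer against inner medulla -0.18 (adjusted p = 1 by edgeR) with the inner stripe alone and -0.10 to 0.28 with a section left out (range from 0.157 to 1). The change of the Cd44 contrast between conditions was 1.29 (adjusted p = 0.0641 by edgeR) with the inner stripe alone and 1.38 to 1.76 with a section left out (range from 4.95e-05 to 0.113).

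The deconvolution depended on its settings. In the normal sections random starts 2, 3 and 4 gave 2 enriched types in place of 1. The mean correlation with Fcer1g, 0.343, was 0.174 with K = 8, 0.221 with start 2, 0.206 with start 3, 0.238 with spots of at least 500 UMIs, 0.242 on the log2 scale and 0.502 with pooled CPM and ranged over 0.324 to 0.409 with a section left out. That with Cd44, 0.310, was 0.179 with K = 8, 0.256 with start 2, 0.253 with start 3, 0.273 with start 5, 0.234 with spots of at least 500 UMIs and 0.492 with pooled CPM and ranged over 0.230 to 0.310 with a section left out. Cd4, at 0.134, was 0.0841 with start 2 and 0.232 with pooled CPM and ranged over 0.0845 to 0.135 with a section left out, Cd8a, at 0.157, was 0.0696 with K = 8, 0.0892 with start 2, 0.0888 with start 3, 0.101 with spots of at least 500 UMIs and 0.243 with pooled CPM, and Cd8b1, at 0.153, ranged over 0.0739 to 0.231 with a section left out.

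In the ischemic sections the number of enriched types was 3 with start 2, 2 with K = 8, K = 16, start 3, Fcer1g alone and the start of highest bound, and 1 to 2 with a section left out. With spots of at least 500 UMIs it was 1, but 2 genes tied for the last place among the overdispersed genes of normal section 1, and taking the other of them gave 3. The mean correlation with Fcer1g, 0.311, was 0.172 with K = 8, 0.216 with start 3, 0.0927 with both genes left out of the fit, 0.518 with pooled CPM and 0.216 with the start of highest bound. That with Cd44, 0.363, was 0.282 with K = 8, 0.306 with K = 16, 0.317 with start 2, 0.323 with start 3, 0.236 with both genes left out of the fit, 0.288 with Fcer1g alone, 0.559 with pooled CPM and 0.323 with the start of highest bound. Cd4, at -0.0158, was -0.00169 with K = 16, -0.00915 with start 2, -0.0107 with start 3, -0.0107 with start 5, -0.00571 with Fcer1g alone, -0.0364 with pooled CPM and -0.0107 with the start of highest bound and ranged over -0.0181 to -0.0112 with a section left out. Cd8a, at 0.0208, was -0.00525 with K = 8, -0.000205 with both genes left out of the fit and -0.00402 with pooled CPM and ranged over 0.00484 to 0.0283 with a section left out. Cd8b1, at 0.0277, was 0.0162 with start 4, 0.00627 with start 5 and -0.00135 with pooled CPM and ranged over 0.0277 to 0.0391 with a section left out.

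The number of overdispersed genes, 1730, fell to 898 with the feature filter as literally worded. The lead of the macrophage and monocyte list over the T cell list in following Fcer1g, 0.209 in normal sections, was 0.149 for the spot alone, 0.297 within the outer medulla, 0.177 by Pearson on the log2 scale and 0.0730 after thinning, while in ischemic sections the lead of 0.478 was 0.294 for the spot alone, 0.642 within the outer medulla, 0.357 by Pearson on the log2 scale and 0.115 after thinning. The lead of the injured tubule list for Cd44 in ischemic sections, 0.186, was 0.0246 for the spot alone, 0.118 within the outer medulla and 0.0322 after thinning. Within the outer medulla the correlation of Cd44 with the injured tubule list was -0.00698 in place of 0.241. Spp1 gave most counts of that list.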

Differences from the paper's values

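In the normal kidney, the paper's number of deconvolved types enriched for Fcer1g and Cd44 is 2, and the fit to 2 normal sections gave 1. The paper's fit held all sections of the condition, a wider set. Among the alternatives set before the data were examined, random starts 2, 3 and 4 gave 2 types. K = 8, K = 16, random start 5, spots with at least 500 UMIs, Fcer1g and Cd44 left out of the fit, a mean z-score above 1, Fcer1g alone and each section left out gave 1.

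In the ischemic kidney, the paper's number is 3, and the fit to 2 ischemic sections gave 1. Among the alternatives set before the data were examined, random start 2 gave 3, and K = 8, K = 16, random start 3, Fcer1g alone and leaving out either ischemic section gave 2, which is within 1.5 times the paper's. Random starts 4 and 5, spots with at least 500 UMIs, both genes left out of the fit, a mean z-score above 1 and leaving out either normal section gave 1. With at least 500 UMIs, 2 genes tied for the last place among the overdispersed genes of normal section 1, and taking the other of them, a choice seen after the values, gave 3. The start with the highest likelihood bound, chosen after seeing the values, gave 2.

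The paper states that DN T cell genes other than Fcer1g were not captured at sufficient levels in the spatial data. Of the 9 genes, 6 were below 100 counts over the 4 sections, while Dusp1 with 7907 counts, Fgl2 with 757 and Lyst with 699 passed the filter of the paper's methods.

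The paper states that the enriched types did not correspond to Cd4, Cd8a and Cd8b1. In the ischemic sections the correlations lay between -0.0187 and 0.0353. In the normal sections they were between 0.106 and 0.20, above the mean of Fcer1g thinned to the same counts for every gene and section. Some lay within the spread of the 100 draws. In normal section 1, 15 draws were above Cd4, 15 above Cd8a and 3 above Cd8b1. In normal section 2 these counts were 1, 0 and 21. None of the alternatives run brought the mean of the 2 normal sections below 0.0696 for any of the 3 genes.

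The paper gives the same number of spots before and after removing spots with fewer than 100 counts. In the 4 sections used here, 26 of 10312 tissue spots were below that limit.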

Other observations

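The tests of the cortex after thinning, of hemoglobin genes, of the thinned injured tubule list as an alternative and of single mice were chosen after results had been seen.

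Across spots, Fcer1g followed macrophage and monocyte genes most closely of the 6 lists. The Spearman correlation of pooled CPM with the list of C1qa, C1qb, C1qc, Csf1r, Cd68, Adgre1, Lyz2, Cd14, Ctss and Cx3cr1 was 0.515 and 0.468 in normal sections 1 and 2 and 0.576 and 0.557 in ischemic sections 1 and 2, above 100% of 1000 random lists in every section. The T cell list was above 99.8% and 97.4% of random lists in normal and 71.0% and 68.3% in ischemic sections, and the NK cell list above 97.4% and 95.7% in normal and 79.3% and 86.6% in ischemic sections. With the T cell list of Cd3d, Cd3e, Cd3g, Trac, Trbc1, Trbc2, Cd2 and Lck it was 0.289 and 0.275 in normal and 0.0960 and 0.0805 in ischemic sections. With the NK cell list of Ncr1, Gzma, Prf1, Nkg7 and Klrk1 it was 0.201 and 0.192 in normal and 0.0490 and 0.0748 in ischemic sections, and with the neutrophil list 0.0641 and 0.0953 in normal and 0.336 and 0.274 in ischemic sections. The injured tubule list held Havcr1, Krt20, Lcn2, Sox9, Clu and Spp1, of which Spp1 gave most counts. With it the correlation was 0.0788 and 0.242 in normal and 0.292 and 0.345 in ischemic sections. With the other DN T cell genes, of which Dusp1 gave most counts, it was 0.182 and 0.228 in normal and 0.384 and 0.332 in ischemic sections. Fewer counts on the T cell list account for part of its lower correlation but not for all of it. With the macrophage and monocyte list thinned to the counts of the T cell list, its lead fell from 0.209 to 0.0730 in normal and from 0.478 to 0.115 in ischemic sections. Its mean over 20 draws stayed above the T cell list by at least 0.0624, and its lowest draw stayed above in 4 of 4 sections, in normal section 1 at 0.291 against 0.289. Differences between zones alone do not account for it, since within outer medulla spots the gap was at least 0.288. All 10 genes of the macrophage and monocyte list had more than 3 counts in both normal sections, none is in another list, and the most abundant averaged 62.0 CPM in normal (C1qb) and 76.3 CPM in ischemic sections (Lyz2). Macrophages and monocytes may thus be the source of much of the Fcer1g signal in the spots, a hypothesis that the mixture of cells in a spot leaves open.

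Cd44 in ischemic sections followed the injured tubule list with correlations of 0.310 and 0.173 and the T cell list with 0.0965 and 0.0147. Random lists of like counts reached the injured tubule values often, with 67.8% and 55.0% of them below. Whether fewer counts on the T cell list account for this gap stays open. With the injured tubule list thinned to the counts of the T cell list, its mean was above that of the T cell list by 0.00152 in ischemic section 1, with 12 of 20 draws above, while in ischemic section 2 it was 0.0776 against 0.0147, with 19 of 20 draws above. Spp1 gave 80.2% and 79.4% of the counts of the injured tubule list in ischemic sections 1 and 2. The values for this list therefore mostly follow Spp1. The list was highest in the inner stripe, at 85372 and 90971 CPM. Havcr1 alone was highest in the outer stripe, as Cd44 was, at a mean of 2533 CPM against 282 in the inner stripe. Whether Cd44 follows injured tubules is thus not settled by this list. Correlations of Cd44 with the macrophage and monocyte list were 0.514 and 0.407, with the neutrophil list 0.447 and 0.376, with the NK cell list 0.0517 and 0.117 and with the other DN T cell genes 0.499 and 0.311 in ischemic sections. In normal sections, where Cd44 had 89 and 102 counts, they were 0.202 and 0.281 for macrophages and monocytes, 0.141 and 0.256 for T cells, 0.0286 and 0.167 for neutrophils, 0.131 and 0.212 for NK cells, 0.130 and 0.196 for injured tubules and 0.180 and 0.143 for the other DN T cell genes.

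The share of spots with an Fcer1g count differed between zones, and part of its order follows the difference in UMIs per spot between zones. After thinning to 2000 UMIs, the order of the 5 zones was unchanged in 1 of 4 sections. The low value of the cortex is not explained by that difference in UMIs per spot, as the cortex had the lowest share in 4 of 4 sections after thinning.

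T cell and NK cell genes had fewer counts in the ischemic sections. The T cell list averaged 28.5 ± 14.7 CPM (SD, n = 2 sections) in normal and 4.33 ± 0.20 CPM (SD, n = 2) in ischemic sections, and the NK cell list 7.79 ± 2.18 and 0.72 ± 0.29 CPM. By edgeR's test, 7 of 8 T cell genes and 4 of 4 tested NK cell genes were lower past the threshold. Tissue around the kidney had no zone of its own, so some of its spots may be called cortex. Within spots called cortex, the lowest normal section was 4.63-fold above the highest ischemic section for the T cell list. Both lists kept the conditions apart there. In the outer stripe the T cell list was at 16.6 and 24.2 CPM in normal and 2.42 and 2.37 CPM in ischemic sections. The fall was thus not confined to the pelvis and inner medulla, but tissue around the kidney in the normal sections is not excluded. Counts taken up by injury genes do not account for the fall, since the injured tubule list held 4.63% of counts in ischemic sections while the T cell list fell 6.59-fold. Less blood in the ischemic sections and a loss of these cells from the tissue cannot be told apart, as the measures go both ways. In TMM CPM the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt fell 9.15-fold, from 9878 ± 1177 to 1080 ± 541 (SD, n = 2), against 7.73-fold for the sum of the T cell list and 13.0-fold for that of the NK cell list. By the median gene, the log2 fold change was -3.20 for hemoglobin, -4.06 for the T cell list, of which 6 of 8 genes fell by more than every hemoglobin gene, and -3.03 for the NK cell list. All 8 T cell genes and 4 of the 5 NK cell genes had more than 3 counts in both normal sections. The macrophage and monocyte list averaged 261 ± 67.3 CPM in normal and 283 ± 3.2 CPM in ischemic sections, with 2 of its 10 genes higher, 4 lower and 4 not past the threshold by edgeR (log2 from -1.96 to 2.78), and the injured tubule list 1231 ± 418 and 46337 ± 1833 CPM, of which Spp1 alone gave 975.5 and 36971 CPM. The other DN T cell genes averaged 89.1 and 59.4 CPM, and 7 of these 9 and all 6 injured tubule genes had more than 3 counts in both normal sections. The most abundant T cell gene was Trbc2 at 7.35 CPM in normal and Trac at 1.64 CPM in ischemic sections, and the most abundant NK cell gene Nkg7 at 4.39 and Prf1 at 0.251 CPM. The condition and single mice cannot be told apart here, with 2 sections per condition.

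The lower correlation of the enriched type with Cd4, Cd8a and Cd8b1 than with Fcer1g in the normal sections may reflect fewer counts on those genes. With Fcer1g thinned to the counts of each gene, the mean over 100 draws was below that of the gene in every case, with a largest difference of -0.0240. In normal section 1, 15 draws were above Cd4, 15 above Cd8a and 3 above Cd8b1, and in normal section 2 these counts were 1, 0 and 21. In the ischemic sections, where these genes had between 1 and 10 counts, fewer counts and a true lack of correspondence cannot be told apart. There the difference reached 0.0473. Of 100 draws of thinned Fcer1g, 96 and 97 were above Cd4, 55 and 83 above Cd8a and 28 and 35 above Cd8b1. A draw that kept no Fcer1g count had no correlation and counts as not above. With Cd8b1 at 1 and 3 counts, its numbers may be too low for this reason.

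Among the DN T cell genes, Cd4, Cd8a and Cd8b1, the section test covered Fgl2, with a log2 fold change of 0.94 (adjusted p = 0.00265 by edgeR), Lyst with 0.35 (adjusted p = 0.130 by edgeR), Dusp1 with -1.10 (adjusted p = 0.000132 by edgeR), Xcl1 with -4.78 (adjusted p = 0.000248 by edgeR), Cd8a with -2.72 (adjusted p = 0.000239 by edgeR) and Cd8b1 with -4.54 (adjusted p = 5.50e-05 by edgeR), each with both ischemic sections on the same side of both normal sections. Cd4, Klrb1c, Kcnq5, Klre1, Klrc1 and Trgv2 had too few counts for the test. Of the 10 genes named in advance that were tested, 8 passed the threshold over all genes and 8 when adjusted over the list alone. The 5 largest falls by the fixed rule were Cfd, from 184 ± 113 to 0.27 ± 0.010 CPM (SD, n = 2), Cox8b, from 8.97 ± 4.23 to 0.017 ± 0.025 CPM, and Gm33472, Gm33050 and Gm45847, which had 0 counts in both ischemic sections and were at least 26.5-fold, 17.8-fold and 14.9-fold lower against a floor of 3 counts per section. Cfd led 1 deconvolved type of the normal sections, number 6, found in 1.95% of spots, with Hp, Car3, Igkc and Thrsp. Its level was 264 and 104 CPM in normal sections 1 and 2. A difference in the tissue sampled cannot be told apart from the condition for Cfd, and was not tested for the other falls.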
